A study of Mus musculus with 9 samples. Its data were reported in "Dose-Related Estrogen Effects on Gene Expression in Fetal Mouse Prostate Mesenchymal Cells" (2012).

How the data were processed

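Urogenital sinus mesenchymal cells, the connective tissue precursor cells of the fetal prostate, came from male CD-1 mice on gestation day 17 and were grown in primary culture. Per the labels, the cells were kept for 3 days in serum stripped of its own hormones, with 690 pM dihydrotestosterone (DHT) added, and then exposed for 4 days to ethanol vehicle, 10 pM or 100 pM estradiol (E2), with DHT in every group. Total RNA was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, with 3 arrays in each of the 3 groups and 9 in all. Groups and replicate numbers were taken from the sample titles. Nothing in the labels says that replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical. No scan date or other batch information was used here.

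The deposited table holds log2 expression values per probeset, which the authors made from the scanned images with GCOS and the Gene Expression Console (no version stated). The log2 scale was inferred from the values. Array medians lay between 6.17 and 6.20, so the arrays were on a like scale, and the genes had not been centred. The direction of the scale is that of signal intensity. Scale and centring were not checked against scanner files, which were not used here. The number of arrays limits the precision of every value.

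Of 35556 probesets in the table, 21789 had 1 gene symbol in an old platform annotation, 1621 had several and were not named, and 12146 were unnamed here. Entrez identifiers of 21698 named probesets matched the current mouse gene table. For genes with over 1 probeset, of which there were 999, the probeset with the highest mean over the 9 arrays was used, which left 19938 genes. No filter on dim probesets was applied.

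A linear model with 1 mean per group was fitted to all 9 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default settings). Tested were the moderated F test over the 3 groups, the 3 pairwise contrasts, and a non-monotonic contrast, which is 10 pM E2 minus the mean of vehicle and 100 pM E2. All tests were two-sided. Genes are called at a Benjamini-Hochberg adjusted p below 0.05, and errors of log2 differences are the standard errors (SE) of that fit. A gene is described as having an inverted U or a U shape only if the 10 pM mean also lies outside the range of the other group means. Figures were drawn with matplotlib 3.10.9.

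A set of 22 gene lists was fixed before the data were examined. Of their 470 entries, 443 were measured, counting a gene again in each list that holds it. Each list was tested in each contrast with camera at a preset correlation of 0.01, adjusted over the 88 tests, and also with an estimated correlation and with fry, which asks whether the genes of a list move, on balance, one way. The lists of inducible and suppressible genes were chosen by the study on these samples, and glycolysis, sterol biosynthesis, cell adhesion, actin, extracellular matrix, IGF binding, EGF-like proteins and Wnt signaling are themes the study named for these samples, so the lists of these themes are not independent evidence. Genes the study chose are also members of lists fixed here, among them 3 each in the Wnt, estrogen-responsive and steroid lists and 1 in the inflammatory list. A list is said to be called by camera at the preset correlation unless another test is named. Counts within a list are given adjusted over the list alone and over all genes. Exact permutations of the array labels were run for the medians of some lists.

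Named genes follow a rule fixed before the data were examined. For each pairwise contrast these are the 10 called genes with the largest change in each direction among those whose arrays did not overlap, filled up by smallest unadjusted p below 0.01 where fewer were called. The non-monotonic contrast takes 5 in each direction. From each list come at most 4 genes past the threshold over the list alone, or, where none passed, those of smallest p. Esr1, Pgr and Vegfa are always named. A further gene that the rule always names is not reported here.

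The alternatives set beforehand were median centring, quantile normalization, leaving out the dimmest 30% of genes, testing all probesets, averaging the probesets of a gene, eBayes with trend and robust, array weights, the replicate number as a block, fitting only the compared groups, one-way analysis of variance as in the study, an adjusted p below 0.10, the other list tests, glycolysis without members that have processed pseudogenes, and leaving out each of the 9 arrays in turn. Leaving out the second vehicle and the second 100 pM array together was added after the data were seen. A list of retinoid handling genes, differences in units of each gene's standard deviation, the figures' choice of genes, and the splits of the arrays and other tests of technical explanations were also run after the results had been seen.

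The procedure was tested on simulated data with known changes. In the contrast of 100 pM E2 and vehicle it recovered 36% of genes changed by 0.25 on the log2 scale, 94% at 0.5 and 100% at 1. It also called 11 unchanged genes.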

Results

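Expression of 19938 genes was compared in fetal mouse urogenital sinus mesenchymal cells after 4 days of vehicle, 10 pM E2 or 100 pM E2, all with 690 pM DHT, on 3 arrays per group. Median log2 signals of the vehicle arrays were 6.19, 6.20 and 6.19, those of the 10 pM arrays 6.18, 6.19 and 6.20, and those of the 100 pM arrays 6.19, 6.17 and 6.18. Across genes, arrays of the same group correlated with r between 0.997 and 0.998, and arrays of different groups with r between 0.996 and 0.998. The first principal component held 26.7% of the variance. It placed the 100 pM arrays at 8.46, 13.3 and 5.70 and all vehicle and 10 pM arrays below 0.

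Expression differed among the 3 groups for 168 genes in the limma F test. Among these, the group means fell with dose for 71 genes and rose with dose for 47, 41 genes had their highest mean at 10 pM, and 9 had their lowest mean there. Over all genes, called or not, these shares were 17.4%, 21.3%, 32.1% and 29.1% in the same order. A highest mean at 10 pM is therefore not by itself evidence of an inverted U response. Over all 35556 probesets, 861 had an unadjusted p below 0.01, where chance gives 356. One-way analysis of variance, the study's own test, gave 718 probesets at that threshold and 1 after adjustment, and 1 gene in place of the 168. The count of 168 was 65 when all probesets were tested. It was 85 and 95 without the first and the third vehicle array, 100, 99 and 99 without the first, the second and the third 10 pM array, and 94 without the second 100 pM array.

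The comparison of 100 pM E2 with vehicle asked which genes respond to the higher of these doses. Expression of Pgr, the progesterone receptor and a classical estrogen target, rose by 1.04 ± 0.11 on the log2 scale (SE, n = 3 arrays per group, adjusted p = 0.00359), or 2.05-fold. Expression of Eln, which encodes elastin, changed by -1.34 ± 0.09 (adjusted p = 0.00175), and that of Egfl6, a secreted EGF-like protein, by -1.50 ± 0.11 (adjusted p = 0.00175). In all, 89 genes rose and 137 fell, and for all 226 the 3 arrays of each group did not overlap. Non-overlap held for 12.5% of all genes, where chance gives 10%. The median size of change was 0.44, and 6 genes changed by over 1 log2 unit.

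Besides Pgr, the genes with the largest rise were Akr1c14 (1.11), a steroid-metabolizing enzyme with a dim signal, Car12 (0.97), a carbonic anhydrase, Dkk2 (0.96), a secreted Wnt modulator, Sprr1a (0.86), Spock3 (0.84), Emcn (0.82), Rgs4 (0.74), a regulator of G protein signaling, Slc5a7 (0.71), the choline transporter, and Trpc6 (0.70), a cation channel. Besides Egfl6 and Eln, the largest falls were those of Il33 (-1.32), an alarmin cytokine, Fmo2 (-1.01), Fndc1 (-0.98), Kdr (-0.98), a VEGF receptor, Capn6 (-0.90), Igfbp3 (-0.89), Adh1 (-0.89), an alcohol dehydrogenase, and Sfrp1 (-0.88), a secreted Wnt antagonist. Their SE lay between 0.07 and 0.20. Esr1, the estrogen receptor alpha, differed by 0.21 ± 0.05 (adjusted p = 0.0997), and Vegfa by -0.20 ± 0.06 (adjusted p = 0.225), neither past the threshold.

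Among IGF axis genes, 7 of 20 fell and 2 rose (adjusted over the list alone), and over all genes 7 fell and 1 rose. The IGF-binding proteins Igfbp3 (-0.89), Igfbp4 (-0.76) and Igfbp2 (-0.47) fell, while Pappa, a protease that cleaves IGF-binding proteins, rose by 0.42. The second 100 pM array had the lowest mean deviation of this list and of the matrix list (-0.18 and -0.15). The list median was -0.01 and its mean -0.16 (camera adjusted p = 0.00813, adjusted p = 0.379 with an estimated correlation). Among extracellular matrix genes, 12 of 31 fell and 6 rose adjusted over the list alone, and 8 fell and 3 rose over all genes. Eln, Fbln1 (-0.59), which encodes fibulin 1, and Mgp (-0.46), matrix Gla protein, fell, and the collagen gene Col8a1 rose by 0.22. The median was -0.03 (adjusted p = 0.00202, adjusted p = 0.403 with an estimated correlation). Of 34 Wnt pathway genes, 5 fell and 1 rose adjusted over the list alone, and 3 and 1 over all genes. Sfrp1 (-0.88), Sfrp4 (-0.88) and Prickle1 (-0.35) fell, and Dkk2 rose. The list median was -0.06 (adjusted p = 0.000177, adjusted p = 0.0707 with an estimated correlation).

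All 20 measured sterol biosynthesis genes were higher at 100 pM than in vehicle, and 9 rose adjusted over the list alone, with 0 over all genes. These included Hmgcs1 (0.24 ± 0.05), which makes HMG-CoA, the sterol sensor protein Insig1 (0.26 ± 0.05), Msmo1 (0.24 ± 0.05) and Hsd17b7 (0.28 ± 0.06). The median was 0.13 (camera adjusted p = 9.57e-09), and the call held with an estimated correlation (adjusted p = 0.0173). An exact permutation of the labels of these arrays gave p = 0.10, the smallest that 3 against 3 arrays allow. The study named this pathway for these samples, so its direction here is not independent evidence.

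Of 15 estrogen-responsive genes, 6 rose and 2 fell adjusted over the list alone, and 3 and 2 over all genes. The cyclin gene Ccnd1 rose by 0.44 beside Pgr, whereas Igfbp4 (-0.76) and the growth factor gene Igf1 (-0.37) fell. The median was 0.11 (adjusted p = 0.0025, adjusted p = 0.0707 with an estimated correlation). Among 16 genes of steroid receptors and steroid metabolism, 3 rose and 1 fell adjusted over the list alone, and 2 and 1 over all genes. The fall was that of Sult1e1 (-0.60), the estrogen sulfotransferase, and the list was not called by camera (median 0.04, adjusted p = 0.148) but was by fry (adjusted p = 0.00524, and 0.0396 at 10 pM). Among 20 prostate development regulators, 1 gene changed, Fgf7 (0.62), a mesenchymal growth factor for epithelium. That list was not called, with a median of -0.02 and a mean of 0.02 (adjusted p = 0.881).

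Among 33 cell adhesion and junction genes, 4 rose and 5 fell adjusted over the list alone, and 4 and 2 over all genes. The integrin genes Itga4 (0.50) and Itga2 (0.29) and the connexin gene Gja1 (0.52) rose, and Itga1 (-0.66) fell. The list was not called (median 0.02, adjusted p = 0.65). Of 29 TGF-beta and BMP pathway genes, 5 rose and 2 fell adjusted over the list alone, and 2 and 0 over all genes. Grem1, a BMP antagonist, rose by 0.64 and Ltbp1 by 0.32. The median was -0.00 and the mean 0.03 (adjusted p = 0.87). Of 19 smooth muscle and actin genes, 2 fell adjusted over the list alone and 1 over all genes, Pdlim3 (-0.54). Their median was 0.02, against a mean of -0.02 and a test directed down (adjusted p = 0.969). Of 18 genes for EGF receptor ligands and feedback, 2 rose adjusted over the list alone and 1 over all genes, Spry2 (0.27), a feedback inhibitor of receptor tyrosine kinases. The list was called (median 0.05, adjusted p = 0.0157), but not with an estimated correlation (adjusted p = 0.233).

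Of 13 glycolysis enzymes, 2 fell adjusted over the list alone and 1 over all genes, the aldolase gene Aldoc (-0.47 ± 0.08). Pgk1 differed by -0.18. The median was -0.10 (adjusted p = 8.7e-06, adjusted p = 0.279 with an estimated correlation). Of 20 hypoxia-response genes, 6 fell adjusted over the list alone and 0 over all genes. The kinase gene Pdk1 (-0.43), Egln3 (-0.47), a prolyl hydroxylase induced by hypoxia, and P4ha1 (-0.25) were among them. The median was -0.20 (adjusted p = 4.89e-08, adjusted p = 0.298 with an estimated correlation). The second 100 pM array had the lowest mean deviation in both lists (-0.23 and -0.36, against -0.07 and -0.10 in the first and -0.07 and -0.07 in the third). Without that array the median difference from vehicle over both lists was -0.0761, against -0.168 with all arrays. Of 15 integrated stress response genes, 3 fell adjusted over the list alone and 1 over all genes, the transcription factor gene Atf3 (-0.23). The median was -0.04 (adjusted p = 0.00165, adjusted p = 0.152 with an estimated correlation). Among 20 TCA cycle and respiratory chain genes 0 changed, with a median of 0.05 (adjusted p = 0.0216, adjusted p = 0.379 with an estimated correlation) and the smallest p for Ogdh (0.13) and Atp5b (0.12).

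Cell cycle genes had a median of 0.12, with 4 of 25 risen adjusted over the list alone and 1 over all genes, the mitotic kinase gene Plk1 (0.22). The list was called (adjusted p = 3.16e-07), but not with an estimated correlation (adjusted p = 0.218). Among 20 inflammatory genes, 2 rose and 1 fell adjusted over the list alone. Lcn2, a secreted iron-carrier binding protein, fell by 0.62 over all genes as well, and the list was not called (median -0.01, adjusted p = 0.667). Of 16 macrophage markers, 3 fell adjusted over the list alone and 1 over all genes. These were the complement gene C1qb (-0.51), Cd68 (-0.28) and the lysozyme gene Lyz2 (-0.88 ± 0.23). The median was -0.13 (adjusted p = 1.86e-06, adjusted p = 0.19 with an estimated correlation), and the second vehicle array had the highest mean deviation of this list (0.19). Of 14 endothelial markers, Kdr fell and Emcn rose, and the list was not called (adjusted p = 0.399). Of 18 epithelial markers, Krt18 (0.43) rose adjusted over the list alone and 0 over all genes (list adjusted p = 0.188).

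All 13 inducible genes the study chose rose adjusted over the list alone, and 10 over all genes, with a median of 0.53. Angpt2, an antagonist of the Tie2 receptor, rose by 0.67 ± 0.05 and Btbd3 by 0.53. All 14 measured suppressible genes fell adjusted over the list alone, and 10 over all genes, with a median of -0.51. Gda, guanine deaminase, differed by -0.61. Both lists were called with an estimated correlation too (adjusted p = 0.0173 and 0.00731). They were chosen on these arrays, so the counts over the list alone are not independent evidence of direction.

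The count of 226 for this comparison was 119 when all probesets were tested and 10 when only the 6 compared arrays were fitted. It was 88, 122 and 108 without the first, the second and the third vehicle array, 143 without any one of the 10 pM arrays, and 142 without the second 100 pM array.

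**Figure D1:**
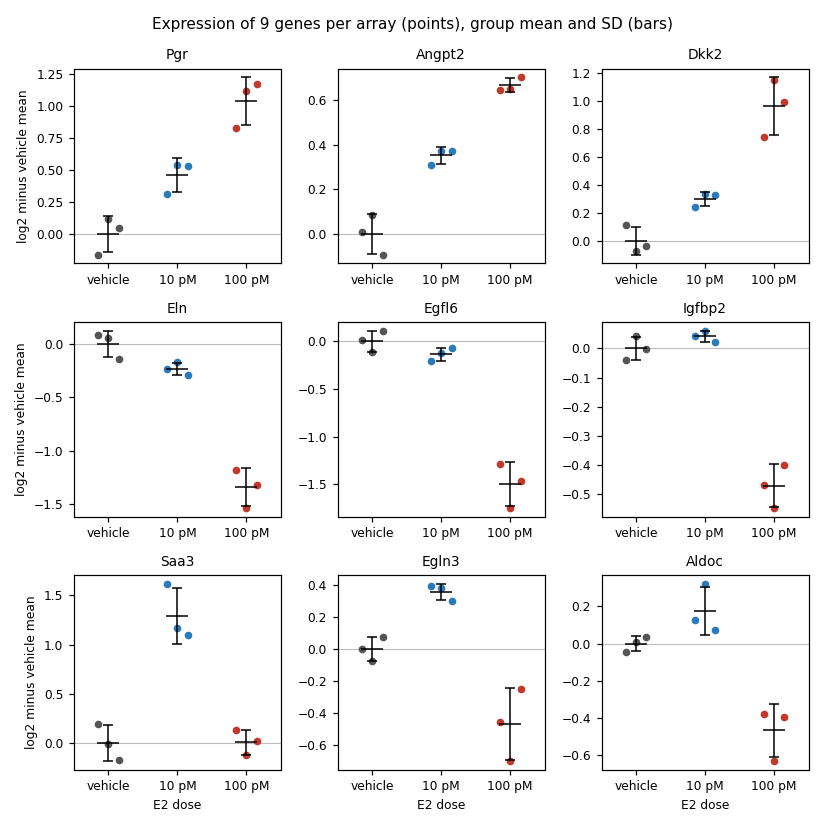
Log2 expression minus the vehicle mean for 9 genes in cells given vehicle, 10 pM or 100 pM E2. Points are single arrays, and bars are the mean and SD of 3 arrays, on a scale that differs between panels. Pgr, Angpt2 and Dkk2 were highest at 100 pM, where Eln, Egfl6 and Igfbp2 were lowest, and Saa3 was highest at 10 pM by 1.29.

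The comparison of 10 pM E2 with vehicle asked for responses to the lower dose. Limma called 0 genes (smallest adjusted p = 0.16), with 705 genes at an unadjusted p below 0.05, where chance gives 997, and 110 at p below 0.01, where chance gives 199. Arrays of the groups did not overlap for 5.93% of genes, where chance gives 10%. Among the genes of smallest p, differences were 1.29 ± 0.14 for Saa3, an acute-phase serum amyloid protein, 0.53 for Car12, 0.51 for Spock3, 0.47 for Prxl2a, 0.35 for Angpt2, 0.34 for Muc16, 0.30 for Cadps2, 0.25 for the transcription factor Hand2, 0.24 for Clca3a2 and 0.24 for Cib3. Lower values were -0.39 for Eci3, -0.31 for Tmem130, -0.29 for Rdh16f2, -0.24 for Cntfr, -0.19 for the imprinted gene Mest, -0.18 for Krtap3-3, -0.18 for Gria4, -0.17 for Atf3, -0.15 for Hnf4aos and -0.15 for Rab39. None of these passed the adjusted threshold over all genes. Esr1 differed by 0.10 and Vegfa by 0.05.

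At 10 pM, inflammatory genes rose as a list. Of 20 measured, 7 rose adjusted over the list alone and 0 over all genes, among them Saa3, the adhesion molecule Vcam1 (0.22), the chemokine Cxcl16 (0.17) and the NF-kB inhibitor Nfkbia (0.25). The median was 0.12 (camera adjusted p = 1.69e-13), and the call held with an estimated correlation (adjusted p = 0.0173). Hypoxia-response genes were all 20 higher, and 3 rose adjusted over the list alone, Higd1a (0.36), the glucose transporter Slc2a1 (0.20) and Egln3 (0.36). Another probeset of Higd1a differed by 0.01. The median was 0.12 (adjusted p = 2.66e-09, adjusted p = 0.277 with an estimated correlation). Of 13 glycolysis enzymes 12 were higher and 0 passed over the list alone, with 0.16 for Pgk1 and 0.19 for Tpi1 (median 0.09, adjusted p = 2.8e-07, adjusted p = 0.231 with an estimated correlation). Of 25 cell cycle genes 23 were higher and 0 passed, with 0.15 for the helicase subunit Mcm7 and 0.14 for the kinase Aurka (median 0.12, adjusted p = 6.58e-12, adjusted p = 0.119 with an estimated correlation).

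Pgr (0.46 ± 0.11) rose adjusted over the list of estrogen-responsive genes alone, 1 of 15 (median 0.06, adjusted p = 0.00208, adjusted p = 0.0707 with an estimated correlation). Adjusted over their list alone, Fgf7 (0.40) among prostate development regulators, Vcam1 among adhesion genes and Thbs2 (0.18) among matrix genes also rose, and Atf3 fell by 0.17 among stress response genes. None of these 4 lists was called. Sterol biosynthesis (median 0.06, adjusted p = 0.00702, adjusted p = 0.134 with an estimated correlation) and smooth muscle genes (median -0.02, adjusted p = 0.015, adjusted p = 0.379 with an estimated correlation) were called with 0 single genes past the list threshold. Of the 13 inducible genes the study chose, 7 rose adjusted over the list alone and 0 over all genes (median 0.24, adjusted p = 2.37e-13, adjusted p = 0.0543 with an estimated correlation), which is not independent evidence. Of the 14 suppressible genes 0 passed (median -0.01, adjusted p = 0.867).

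The effects of both doses against the shared vehicle arrays correlated across genes with r = 0.411 and rho = 0.413. Genes are not independent replicates, and unchanged groups set against the same controls gave r = 0.501 in 100 simulations. These simulations left 100 pM unchanged too, whereas 226 genes were called there. Changes at 100 pM alone would lower r, so r cannot decide whether the doses share effects beyond the shared vehicle arrays. The covariance was 0.00326, above the simulated mean of 0.00235, whose spread is not given. Of the 226 genes called at 100 pM, 183 (81.0%) differed from vehicle in the same direction at 10 pM, where simulations without an effect at 10 pM gave 54.5% on average and 64.4% at most.

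The comparison of 100 pM with 10 pM E2 asked which genes separate the doses. Expression of Saa3 differed by -1.29 ± 0.14 (adjusted p = 0.00764), of Egfl6 by -1.36 ± 0.11 (adjusted p = 0.00413) and of Dkk2 by 0.66 ± 0.10 (adjusted p = 0.0171). In all, 45 genes were higher and 121 lower at 100 pM, none of the 166 with overlapping arrays. Of these, 126 were also called against vehicle, a comparison that shares the 100 pM arrays. Other large rises were those of Emcn (0.65), the immune receptor Havcr2 (0.61), the keratin Krt18 (0.57), Dcaf12l1 (0.57), Perp (0.56), a desmosomal protein, Ano3 (0.55), Tll1 (0.55), Grem1 (0.54) and Slc5a7 (0.52). Other large falls were those of Il33 (-1.15), Eln (-1.11), Fmo2 (-1.01), Sfrp4 (-0.96), Ndufa4l2 (-0.90), Gdpd2 (-0.90), Lrat (-0.88), which esterifies retinol, and Sfrp1 (-0.87). Pgr differed by 0.58 (adjusted p = 0.0528), Esr1 by 0.11 and Vegfa by -0.25, none past the threshold.

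Glycolysis and hypoxia-response genes were lower at 100 pM than at 10 pM. Of 13 glycolysis enzymes 11 fell adjusted over the list alone and 2 over all genes, Aldoc (-0.64) and Pgk1 (-0.34). The median was -0.19 (adjusted p = 4.2e-13, adjusted p = 0.119 with an estimated correlation). Of 20 hypoxia-response genes 15 fell adjusted over the list alone and 5 over all genes, including Egln3 (-0.83), Pdk1 (-0.56), Higd1a (-0.52) and P4ha1 (-0.36). Their median was -0.34 (adjusted p = 2.76e-17, adjusted p = 0.134 with an estimated correlation). Among inflammatory genes 7 of 20 fell adjusted over the list alone and 5 over all genes, with Lcn2 at -0.78, the chemokine Ccl2 at -0.66 and Serpina3n at -0.35. That list was called with both correlations (median -0.11, adjusted p = 1.95e-08, adjusted p = 0.0444 with an estimated correlation), as was sterol biosynthesis (median 0.10, adjusted p = 1.99e-05, adjusted p = 0.0457 with an estimated correlation). Macrophage markers were lower in the same comparison for 15 of 16 genes, of which 0 passed over the list alone (median -0.10, adjusted p = 0.000231, adjusted p = 0.279 with an estimated correlation).

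IGF axis genes (8 fell and 2 rose), matrix genes (14 fell and 6 rose) and Wnt genes (6 fell and 1 rose) changed adjusted over the list alone, with Igfbp5 at -0.55, Fbln5 at 0.29 and Prickle1 at -0.32. Over all genes 5, 7 and 3 of these fell, and 1, 2 and 1 rose. Their lists were called, with adjusted p = 0.364, 0.381 and 0.0707 with an estimated correlation. The second 100 pM array had the lowest mean deviation of the 100 pM arrays in the matrix list (-0.15, against -0.06 in each of the others) and the IGF list (-0.18, against -0.08 and -0.07), as in the glycolysis and hypoxia lists. The count of 166 was 30 when all probesets were tested and 1 when only the compared arrays were fitted. It was 100 and 110 without the first and the third vehicle array, 30, 39 and 38 without the first, the second and the third 10 pM array, and 105 without the second 100 pM array.

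The non-monotonic contrast asked whether expression at 10 pM departs from the mean of vehicle and 100 pM. Saa3 had an inverted U shape, higher by 1.29 ± 0.12 (adjusted p = 0.0499), and was the 1 gene called. The unadjusted p was below 0.01 for 274 genes, 211 of them higher and 63 lower, where chance gives 199. At that threshold on both sides of 10 pM, 22 genes had an inverted U and 7 a U shape. Values that did not pass were 0.47 for Lrat, 0.45 for the complement inhibitor Serping1, 0.28 for Pdgfra, 0.28 for Igfbp2, -0.19 for Col8a1, -0.23 for Prkg2, -0.28 for Rgs5, -0.26 for Masp1 and -0.25 for Ano3. Esr1 (-0.00), Pgr (-0.06) and Vegfa (0.15) did not pass either. The probesets of Prkg2 disagreed, since another one was higher at 10 pM than in vehicle by 0.08 where the one used was lower (-0.14). Saa3 was not called when all probesets were tested or with array weights, nor without any one of the arrays other than the third 100 pM array, which gave 0 genes each.

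In this contrast glycolysis enzymes had a median of 0.14, and 9 of 13 passed as higher adjusted over the list alone and 0 over all genes, with Pgk1 at 0.25, Aldoc at 0.41, Tpi1 at 0.24 and Pfkl at 0.30. The camera call (adjusted p = 5.05e-14) did not hold with an estimated correlation (adjusted p = 0.107). An exact permutation of the array labels gave p = 0.0476 for the median, and the study named this pathway on these samples. For hypoxia-response genes, 13 of 20 passed adjusted over the list alone, with Egln3 at 0.59 and Slc2a1 at 0.23 (median 0.23, adjusted p = 0.122 with an estimated correlation, exact permutation p = 0.0357). For inflammatory genes, 9 of 20 passed over the list alone and 1 over all genes, with Ccl2 at 0.52, Serpina3n at 0.29 and Nfkbia at 0.28 (median 0.11, adjusted p = 0.0173 with an estimated correlation, exact permutation p = 0.0238). The smallest p these permutations allow is 0.0119. Of the 14 suppressible genes 11 passed over the list alone (median 0.23, adjusted p = 0.0114 with an estimated correlation). The study chose these genes as suppressible on these arrays. A fall at 100 pM alone is enough to pass this contrast. Against vehicle their median was -0.01 at 10 pM, with 7 higher and 7 lower, and -0.51 at 100 pM. Their pass is therefore not evidence of an inverted U shape. Matrix (median 0.03), IGF axis (0.02), Wnt (0.03) and cell cycle genes (0.06) were also called as higher. Smooth muscle genes (-0.04) and the inducible genes the study chose (-0.05) were called as lower. With an estimated correlation none of these calls held (adjusted p = 0.429, 0.379, 0.152, 0.379, 0.403 and 0.403). Epithelial markers had a median of 0.01 against a mean of -0.02 and a test directed down, and were not called (adjusted p = 0.631).

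**Figure D2:**
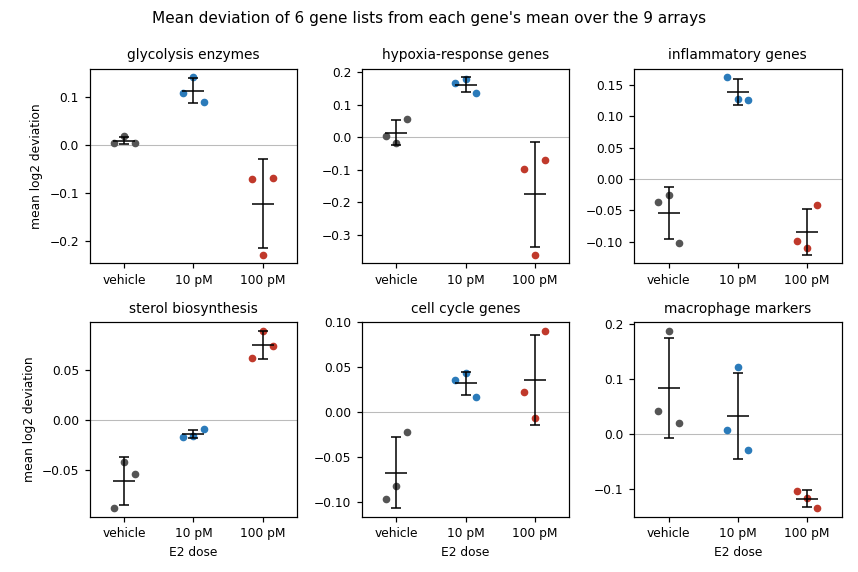
Mean log2 deviation of 6 gene lists from each gene's mean over the 9 arrays, by E2 dose. Points are single arrays, and bars are the mean and SD of 3 arrays, on a scale that differs between panels. Glycolysis, hypoxia-response and inflammatory lists were highest at 10 pM (0.11, 0.16 and 0.14), and sterol biosynthesis was highest at 100 pM (0.08).

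Of the 88 tests of lists by contrast, 43 were called at the preset correlation, 10 with an estimated correlation and 23 by fry. All 10 were for inflammatory genes, for sterol biosynthesis, or for the inducible and suppressible genes the study chose. Only the inflammatory list is neither chosen by the study nor a theme it named for these samples, and it holds 1 gene the study chose.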

Values the study reported

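The study reported 628 genes affected by E2 at an unadjusted ANOVA p<0.01, and none of these effects remained after Benjamini-Hochberg correction. It placed 34 genes in an inverted U group. It listed 29 genes as responsive to E2 at each of its doses. These doses include a higher one, in the nM range, that is not among the samples used here. The inducible and suppressible genes tested here come from those 29, so they were chosen on that dose as well as on these arrays. The study's tabulated values for Pgr were 0.98 at 10 pM and 2.22 at 100 pM, and for Egfl6 -0.20 and -2.04.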

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

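Leaving out the second vehicle and the second 100 pM array together was chosen after the data were seen. It gave 51 genes over the 3 groups, 76 for 100 pM against vehicle, 64 for 100 pM against 10 pM and 0 non-monotonic, from 7 arrays. In the same order, leaving out the dimmest 30% gave 310, 343 and 291 (fewer genes tested), all probesets 65, 119, 30 and 0 (more tests), eBayes with trend and robust 308, 349, 284 and 6, and an adjusted p below 0.10 gave 310, 365 and 302. Fitting only the compared groups gave 10 genes for 100 pM against vehicle and 1 against 10 pM, with fewer samples behind the spread. Array weights gave 0 non-monotonic genes, the replicate number as a block called 1 gene for 10 pM against vehicle, and one-way analysis of variance called 1 gene over the 3 groups. Arrays with the same number had residuals that correlated over 0.1 in 1 of 9 pairs, so these numbers show little sign of pairing the arrays. Pairs with different numbers had r between -0.189 and 0.168. Vehicle array 3 correlated at 0.094 with 10 pM array 2 and at 0.200 with 100 pM array 3. The r of 0.168 was that of 10 pM array 2 and 100 pM array 3. Vehicle array 2 and 100 pM array 1 correlated at 0.154. Links between arrays under other numbers were not tested or modelled, so they stay open. A number of tests or samples named here only describes the setting, and the cause of each move was not tested. The called lists were 10 with an estimated correlation and 23 with fry, and the glycolysis list in the non-monotonic contrast (median 0.14) missed the threshold with an estimated correlation (adjusted p = 0.107) and passed with fry (adjusted p = 0.0233). Without each array in turn the counts ranged from 85 to 176, 88 to 259, 30 to 178 and 0 to 1. A group left with fewer arrays is assumed to vary like the others.

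The sterol biosynthesis and glycolysis medians kept their direction in the alternatives run for them, which leave out the fit of all probesets and one-way analysis of variance, as did all 97 called values of named genes, which lost their call in 415 of 1841 values recomputed under alternatives. All values recorded as reversals were near 0 and not called. Whether other medians near 0 changed sign while their list test kept its direction is not given here. The Wnt median for 10 pM against vehicle became -0.00377 with quantile normalization and -0.0013 with averaged probesets, and the endothelial median for 100 pM against vehicle became 0.0211 without the dimmest genes. With both doubted arrays left out, the inflammatory and endothelial medians for 100 pM against vehicle became 0.0157 and 0.0326, and the endothelial non-monotonic median 0.0154. Without each array in turn, the ranges of the recorded reversals for 10 pM against vehicle were -0.00244 to 0.00891 for Wnt genes, -0.0185 to 0.0301 for epithelial markers, -0.0173 to 0.00765 for matrix genes and -0.0225 to 0.00599 for the IGF axis. For 100 pM against vehicle they were -0.0604 to 0.0266 for endothelial markers and -0.0326 to 0.00104 for prostate development regulators, and for 100 pM against 10 pM -0.00644 to 0.0284 for adhesion genes and -0.00222 to 0.0289 for endothelial markers. For the non-monotonic contrast they were -0.0138 to 0.0157 for adhesion genes, -0.00535 to 0.00641 for TCA cycle genes, -0.00766 to 0.0159 for TGF-beta genes, -0.00641 to 0.0119 for estrogen-responsive genes, -0.0216 to 0.0155 for EGF receptor genes, -0.0271 to 0.0168 for Esr1 and -0.111 to 0.0173 for Pgr. The cause of these reversals was not tested. Signal over background is unknown, since detection calls were not used here.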

Other observations

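Genes that handle retinoids were among those lower at 100 pM E2, a group put together after its members were seen to fall, so its list test is void as evidence and only the single values are given. Against vehicle, Lrat (-0.82 ± 0.07), which stores retinol as esters, Stra6 (-0.73 ± 0.07), a retinol transporter, Adh1 (-0.89 ± 0.09), Rdh10 (-0.38 ± 0.05), a retinol dehydrogenase, Aldh1a1 (-0.29 ± 0.05), which makes retinoic acid, and Dhrs3 (-0.27 ± 0.04) fell over all genes. Crabp1, a retinoic acid binding protein, rose by 0.50 ± 0.09. Of the 17 measured genes, only these 6 falls and 1 rise passed over all genes. At 10 pM 0 of the 17 measured genes passed.

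The tests in this part were chosen after the results they bear on had been seen, apart from leaving out single arrays, which was planned, as was the glycolysis list without members that have pseudogenes, though in the non-monotonic contrast. The limits by which these tests were read were also set with most values known, and that for macrophage markers was changed after its values were seen. For the splits, groups of 3 were redrawn from the arrays. The real grouping is itself counted among the 100 splits here and among the 10 splits below. Of 100 splits, only the real one reached its 168 genes over the 3 groups (highest other 126). Only the real one also reached its 861 probesets at an unadjusted p below 0.01 (highest other 776), so a chance division of all 9 arrays can be excluded for both. Only 2 of the 99 other splits kept the 100 pM arrays together, with 126 and 116 genes, and the rest gave at most 1 gene. The gene count thus shows mainly that the 100 pM arrays differ from the others. With 2 such splits it does not decide whether the vehicle and 10 pM labels matter. Nor can splits tell a response to dose from dishes that differed between groups. For the non-monotonic gene, 3 of 100 splits gave as many (1, highest other 1), and a count that other splits also reach does not settle whether chance is excluded. For the 43 lists called, 5 of 100 splits gave as many (highest other 44), so chance cannot be excluded for that count. For 10 pM against vehicle all 10 splits gave as many genes (0, highest other 0). No count can lie below 0, so this comparison could not come out otherwise and decides nothing. For the 100 pM contrasts 1 of 10 splits gave as many genes (226 and 166, highest other 0 in both), which is too few splits for a share under 0.05. At an unadjusted p below 0.01, 3 of 9 other splits of the vehicle and 10 pM arrays gave over 110 genes, and the highest gave 182.

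Glycolysis and hypoxia-response genes were lower at 100 pM than at 10 pM by a median of -0.27 over both lists, and lower than in vehicle by -0.17. The second 100 pM array had the lowest values. Without it, the difference from 10 pM was -0.186, which argues against that array as the whole cause, but the difference from vehicle was -0.0761, so the fall below vehicle may rest largely on that array. Without members that have processed pseudogenes, the glycolysis median for 100 pM against 10 pM was -0.173 against -0.187 with all, which argues against pseudogene signal as the whole cause in that list. Oxygen or cell density that differed between dishes cannot be told apart from a response to dose, since the 100 pM arrays spanned 0.292 in the hypoxia list, mostly through the second array, against a gap of 0.338 between the doses. The vehicle and 10 pM arrays spanned 0.0745 and 0.0445. A biological response to E2 stays open too.

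Macrophage markers were lower at 100 pM than in vehicle by a median of -0.134. Leaving out the second vehicle array, which had the highest score, gave -0.0925, with vehicle and 100 pM arrays still apart, which argues against that array as the whole cause. A lower share of macrophages in the 100 pM dishes cannot be told apart from a response of the genes. The test took the markers brighter than the median gene, only 2 of the 16, Ctss and Cd68 (median difference -0.26). That cut fell between near-equal mean signals, 6.54 for Cd68 and 6.50 for C1qa, so the test decides nothing.

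The differences here were smaller than those tabulated by the study. Pgr differed from vehicle by 0.46 at 10 pM and 1.04 at 100 pM. Both are lower than the values quoted from the study above. Egfl6 differed by -0.14 at 10 pM and -1.50 at 100 pM. Both are smaller in size than the values quoted above. A candidate explanation is that the tabulated values were scaled to each gene's own spread over the 9 arrays. In such units the median size over 27 genes the study chose was 2.03, against 0.53 on the log2 scale. Pgr came to 0.981 at 10 pM and 2.21 at 100 pM, and Egfl6 and Wnt11 came to -2.06 and -2.09 in place of -1.50 and -0.19.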
